A study of Homo sapiens with 6 samples. Its data were reported in "The lactate-NAD+ axis activates cancer-associated fibroblasts by downregulating p62" (2022).

How the data were processed

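The series holds 6 RNA-seq libraries of the human prostate stromal cell line WPMY-1, 3 from untreated cells and 3 from cells given 24 mM lactate for 48 h. Groups were taken from the treatment label of each sample. The labels describe biological replicates and give no batch, and replicate numbers follow the order of the samples, so they pair nothing. According to the labels, poly(A) RNA was selected, directional libraries were made and single-end reads were obtained on a NextSeq 500. The study lists whole-transcript and 3′ end RNA-seq as separate data sets, and its library section describes only the kit for the latter, so the labels were followed here. The methods of the study describe the treatment as lactic acid buffered to a mildly acidic pH in bicarbonate-free medium without CO2, whereas the labels describe culture with CO2. Whether the control medium had the same pH is not given, so a difference in acidity between the groups is not excluded. For p62 itself, the study reported that acidified medium without lactate did not lower the protein. It also reported that the effect of lactate on p62 depended on an acidic pH.

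The authors deposited raw read counts per gene. The submitters' processing notes name STAR, DESeq2 and hg38, with versions not given in the sources used here. Whether the counting used strand is also not given, so overlapping and antisense genes are uncertain. The values were whole numbers with a different total in each library, from 20238653 to 46505372. The table listed 15924 symbols from an older annotation, had 0 mitochondrially encoded genes, and its smallest sum over the libraries was 6 counts. Symbols were matched to GENCODE release 29 on GRCh38 for coordinates, transcript length and GC content, and 15304 of them (96.1%) had a match. Length and GC content were those of the longest annotated transcript of each gene, which may not be the one expressed here. *SOD2* had no single match and is given without coordinates.

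Counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, two-sided, TMM scaling, filterByExpr by group), with Benjamini-Hochberg adjustment over 13188 genes and a threshold of 0.05. The tested genes held 99.96% of the counts. Levels are CPM scaled by TMM, as mean ± SD over 3 libraries, and fold changes are lactate against control. The standard error of a fold change was its size divided by the square root of F. The common biological coefficient of variation was 20.2%. The lists of genes, 41 in all, were fixed before the data were examined, and the 37 with at least 5 tested members were tested with camera in limma 3.58.1 (preset correlation 0.01, two-sided) on the statistics of the edgeR fit, with adjustment over the lists. Of these, 14 moved (9 up and 5 down), and 1 held with a correlation estimated from the residuals. That alternative also computed its own gene statistics from the counts. Among the lists that moved, the estimate ran from -0.055 (p53 targets) to 0.675 (ribosomal proteins). For some lists it lay below the preset value, so a call lost there need not reflect correlation between genes. The mitochondrially encoded list had no tested member.

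Named genes were also set by a rule fixed before the data were examined. It took *SQSTM1* and 10 genes of the study's theme, the 12 largest rises and 12 largest falls among genes past the threshold with no overlap between the groups and a mean of at least 10 CPM, and up to 4 members of each list with the largest change past the threshold, or else the 2 with the highest expression. *COL4A1*, *COL6A2*, *PLOD1*, *PLAU*, *TIMP3*, *ADAMTS1*, *IFIT2*, *SLC38A2*, *OPTN*, *HIST1H1C*, *HSPD1*, *C3*, *NFKBIZ*, *NFKB1* and *CD40* were added after their values were seen.

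Libraries were compared by a chi-square test of counts over genes with at least 20 counts in a pair. The closest pair, lactate replicates 2 and 3, had a chi-square of 7.13 per degree of freedom, well above sampling noise, so no library was a copy of another. The fits were tested on simulated data with the real means, dispersions and library sizes, 13188 genes and 200 changed genes. For lactate against control, edgeR recovered 93.9% of genes changed 4-fold, 58.2% of those changed 2-fold and 2.99% of those changed 1.5-fold, with 2.83% false calls. DESeq2 1.42.0 had 12.1% false calls there. Another simulation added trends on GC content and length within the groups, with no difference between the group means. Its trends came from the same model that removes them, and its dispersions from the fit with trends removed. There edgeR recovered 87.9%, 49.3% and 0% with 0 false calls. With the trends removed it recovered 92.4%, 85.1% and 47.8% with 5.66% false calls. DESeq2 recovered 90.9%, 65.7% and 14.9% with 0 false calls. The real trend also differed between the groups, so these false-call rates do not cover it. All 10 simulated lists of 20 genes raised 1.5-fold were called, and 0 of 30 unchanged lists. Simulated genes vary independently of each other, unlike real ones, and the real libraries gave 5 to 13 lists in each split that is not the treatment. Those splits set uneven mixes of control and lactate libraries against each other. They keep part of the treatment difference, so their list counts are not a rate of false calls.

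Alternatives were DESeq2, limma voom, DESeq2 size factors, total library size, no filter, a mean of at least 10 CPM, each library left out, absolute log2 fold changes of at least 1 and 0.5, glmTreat at 0.5, camera with an estimated correlation and fry. Fry tests a list against no change, whereas camera tests it against the other genes, so they answer different questions. Alternatives for normalized values or for a deposited comparison did not apply to counts. After the data were examined, a trend of each library on GC content and log2 length was removed (natural splines with 5 degrees of freedom, as an offset), and control replicate 1 and lactate replicate 1 were left out together. GC content and length were known for 97.3% of tested genes.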

Results

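Messenger RNA was measured in WPMY-1 cells, an immortalized human prostate stromal cell line with myofibroblast features, grown without added lactate (control, n = 3) or with 24 mM lactate for 48 h (lactate, n = 3). The deposited table gave raw counts for 15924 gene symbols. The controls held 46505372, 20238653 and 24236650 counts in replicates 1, 2 and 3, and the lactate libraries held 20392320, 23395292 and 24055634. Of the listed genes, 13188 had enough counts to be tested.

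The comparison asks what lactate does to gene expression in stromal cells, and the gene that the study follows is *SQSTM1*, which encodes the autophagy receptor and signaling scaffold p62. *SQSTM1* mRNA fell with lactate, from 1221 ± 271 to 621 ± 103 CPM (counts scaled to library size, mean ± SD, n = 3 per group). This was a log2 fold change of -0.97 (SE 0.192, edgeR adjusted p = 0.0191). Every control library (1526, 1131 and 1007 CPM) lay above every lactate library (739, 551 and 574 CPM). The gene lies on chromosome 5 at 179806398 to 179838078 of GRCh38, on the plus strand, and is annotated as protein coding. The call did not hold without control replicate 2 (log2 fold change -1.03, adjusted p = 0.0742), lactate replicate 2 (-0.90, adjusted p = 0.0594) or lactate replicate 3 (-0.92, adjusted p = 0.106). Over all 15 alternatives the adjusted p ran from 4.93e-18 to 0.106. The smallest came from a fit chosen after the data were examined. It used 4 libraries, without replicate 1 of each group, and had the trend on GC content and length removed.

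**Figure D1:**
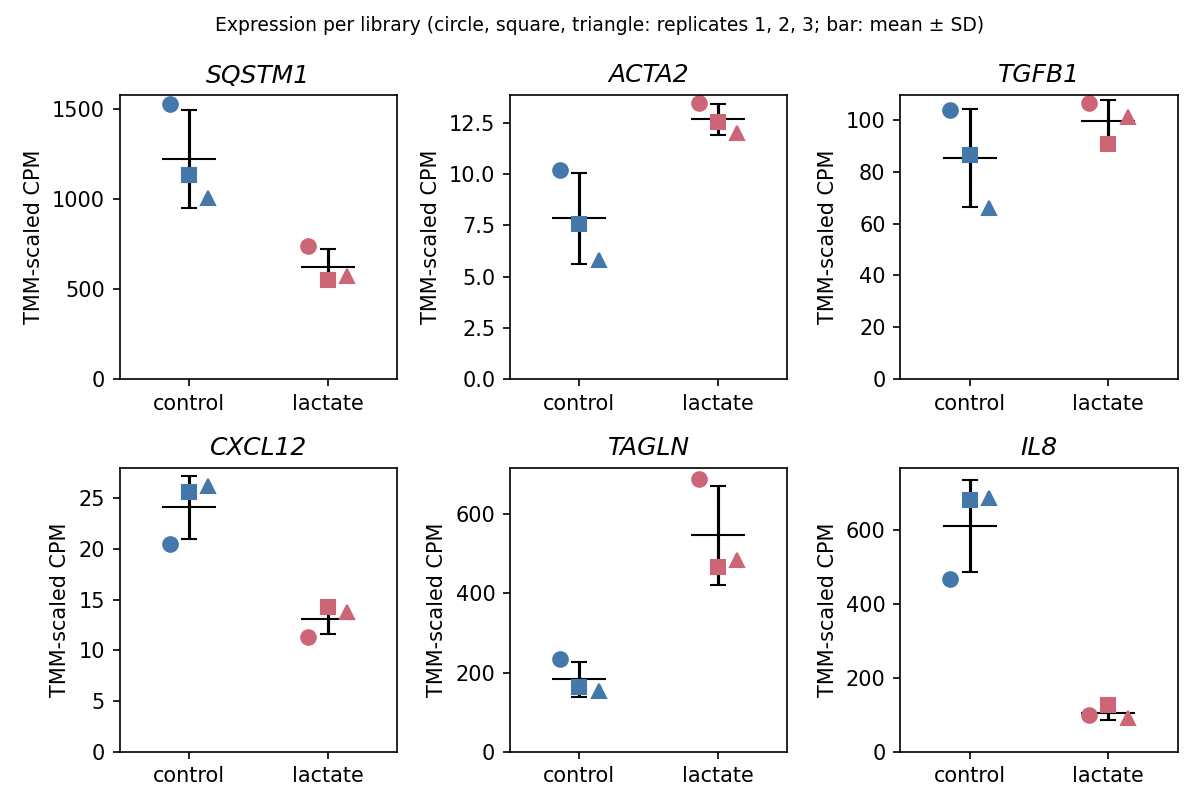
TMM-scaled CPM (vertical axis, from 0) of 6 genes in each control and lactate library, with circles, squares and triangles for replicates 1, 2 and 3 and black bars for the mean ± SD (n = 3). *SQSTM1*, *CXCL12* and *IL8* lie lower in all 3 lactate libraries and *TAGLN* and *ACTA2* higher, though *ACTA2* did not pass the test (adjusted p = 0.0914), and *TGFB1* overlaps between the groups.

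The study followed *ACTA2* and *TGFB1* as markers of cancer-associated fibroblasts (CAFs) in cells given lactate. By qPCR it reported both as raised by lactate and brought back by added NAD. It also reported that its lactate-changed genes were enriched in a CAF dataset from prostate cancer stroma, which was not repeated here. *ACTA2*, which encodes smooth muscle actin, had 7.85 ± 2.21 CPM in controls and 12.7 ± 0.742 CPM with lactate, a log2 fold change of 0.68 that missed the threshold (SE 0.229, adjusted p = 0.0914). It passed in 5 of 15 alternatives, among them DESeq2 (adjusted p = 0.0417) and the fit with a trend on GC content and length removed (log2 fold change 0.61, adjusted p = 0.0248). The range was 3.92e-05, with 4 libraries and the trend removed, to 0.294. *TGFB1*, which encodes a growth factor that activates fibroblasts, had a log2 fold change of 0.22 (SE 0.182, adjusted p = 0.449), and of -0.13 with that trend removed (adjusted p = 0.382). Over the alternatives its adjusted p ran from 0.00937, with 4 libraries and its only pass, to 0.896.

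These genes belong to a list of 10 that was drawn from the study's text before the data were examined, and 8 of them could be tested. The list mixes genes from other treatments in the study with *S100A4* and *FAP*, which it used to identify fibroblasts. Of the 8, 4 fell and none rose (1 was higher and 4 lower adjusted over the list alone). *S100A4*, a calcium-binding protein of motile fibroblasts, fell from 127 ± 36.5 to 41.2 ± 15.4 CPM (log2 fold change -1.63, SE 0.285, adjusted p = 0.0122). *SFRP1*, a secreted antagonist of Wnt signaling, fell by 1.05 on the log2 scale, and the chemokine gene *CXCL12* by 0.87 (24.1 ± 3.12 to 13.1 ± 1.55 CPM, adjusted p = 0.0228). *HAS3*, a hyaluronan synthase gene, had a log2 fold change of -1.44 (adjusted p = 0.044). As a list they moved down (camera, adjusted p = 0.0338). That call was lost with an estimated correlation (adjusted p = 0.164), without control replicate 1 (adjusted p = 0.128), with total library size as the only scaling (adjusted p = 0.0544) and with genes of at least 10 CPM (adjusted p = 0.149), and the smallest value over the alternatives was 0.00476. The correlation estimated for this list was -0.038, below the preset 0.01.

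Genes of the contractile and matrix programs went both ways. Among 18 contractile genes 2 rose and 1 fell (3 and 1 adjusted over the list alone), and the list did not move (adjusted p = 0.450). *TAGLN*, an actin-binding protein of smooth muscle, rose from 184 ± 44.3 to 546 ± 124 CPM (log2 fold change 1.57, adjusted p = 0.00548), and calponin gene *CNN1* rose by a log2 of 1.09. *POSTN*, which encodes the matrix protein periostin, fell by 0.83 on the log2 scale. Among 20 targets of TGF-beta and YAP 4 rose and none fell (5 and 1 adjusted over the list alone), among them *CYR61* (log2 fold change 1.49), *CTGF* (1.46) and *ANKRD1* (1.24), while the list itself missed the threshold (adjusted p = 0.0515) and passed in 9 of 17 alternatives (range 0.00323 to 0.197). With the trend on GC content and length removed, 5 of these targets rose and 2 fell. Their median log2 fold change went from 0.28 to 0.09 (camera, adjusted p = 0.117). Of 17 collagen genes 3 rose, *COL4A2* (1.01), *COL6A2* (0.90) and *COL4A1* (0.77), and 3 fell, *COL5A3* (-1.48), *COL3A1* (-1.21) and *COL7A1* (-1.12). Adjusted over the list alone 5 rose and 3 fell, and the list did not move (adjusted p = 0.51).

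Of 15 genes for enzymes that process and crosslink collagen, 5 rose and none fell (8 and 1 adjusted over the list alone). The list moved up with a median log2 fold change of 0.42 (adjusted p = 2.89e-04, but adjusted p = 0.164 with an estimated correlation and from 3.84e-05 over the other alternatives). *ADAMTS2*, which trims procollagen, rose from 26.4 ± 2.96 to 68 ± 0.887 CPM (log2 fold change 1.36, adjusted p = 0.00227). The lysyl oxidase genes *LOXL3*, *LOX* and *LOXL2* rose by 1.21, 1.14 and 0.69, and the lysyl hydroxylase gene *PLOD1* by 0.63. Among 18 matrix proteases and inhibitors 3 rose and 4 fell (5 and 7 adjusted over the list alone), and the list did not move (adjusted p = 0.707, with a median of 0.07 and a mean of -0.30). The matrix metalloproteinase gene *MMP3* had the largest fall among the genes named here, from 67.7 ± 9.88 to 1.72 ± 0.689 CPM (log2 fold change -5.32, SE 0.308, adjusted p = 2.09e-04), *ADAM12* fell by 1.01, *PLAU* by 0.61 and *TIMP3* by 0.55, and *ADAMTS4* (1.84), *MMP11* (1.22) and *ADAMTS1* (0.60) rose.

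Inflammatory cytokine and chemokine genes were lower with lactate. Of 22 tested members 13 fell and none rose (14 fell and none rose adjusted over the list alone), with a median log2 fold change of -1.13 (camera, adjusted p = 9.74e-12). It was the only one of the lists to hold with an estimated correlation (adjusted p = 0.012). *CXCL1*, a neutrophil attractant, fell from 280 ± 16.2 to 42.1 ± 6.41 CPM (log2 fold change -2.73, SE 0.163, adjusted p = 2.09e-04). *IL8*, another neutrophil attractant, fell from 612 ± 124 to 106 ± 18.6 CPM (-2.53), *CXCL6* by 2.60, *CXCL3* by 2.24 and *CXCL5* by 1.95 on the log2 scale. Reads of *CXCL1* and *CXCL3*, which are close copies, could be shared between them by the authors' counting. Among 22 interferon-stimulated genes 5 fell and none rose (6 fell and 1 rose adjusted over the list alone), *RSAD2* (-2.27), *IFIT3* (-1.69), *DDX58* (-1.43), *IFIT1* (-1.38) and *IFIT2* (-1.21), but the list missed the threshold (adjusted p = 0.0603). It passed in 7 of 17 alternatives (range 0.00235 to 0.349), among them fry (adjusted p = 0.00235), which tests the list against no change. Camera also passed with the trend on GC content and length removed (adjusted p = 0.0262, 9 lower and 1 higher, median -0.23 before and -0.41 after).

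**Figure D2:**
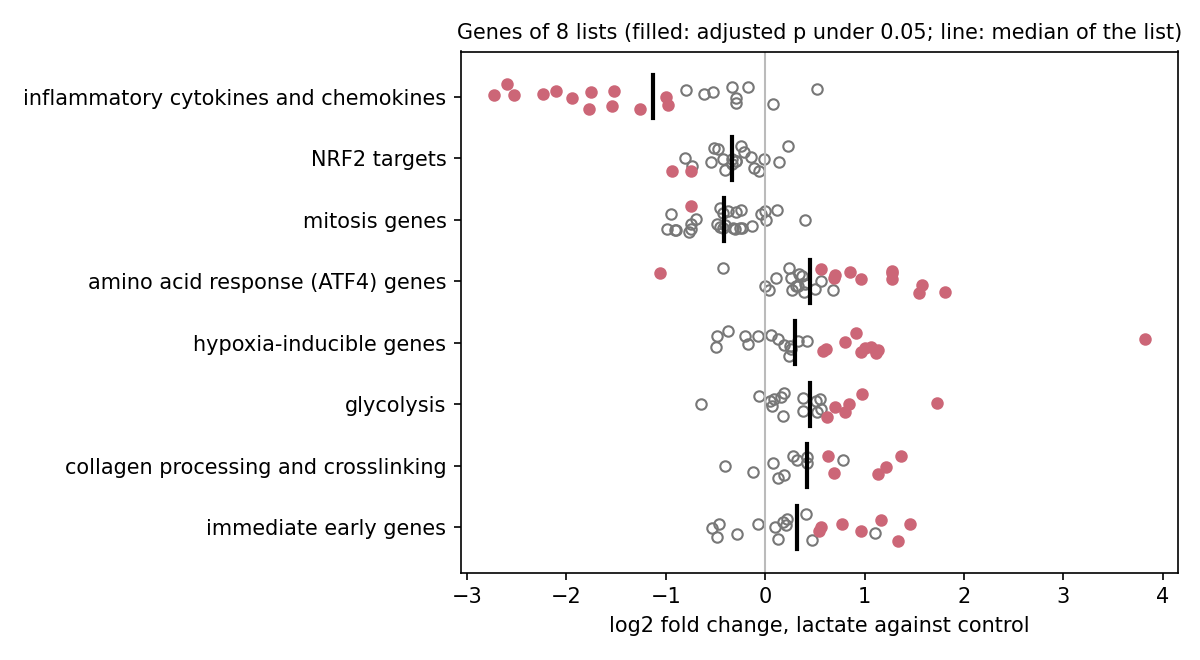
Log2 fold change with lactate (horizontal axis) of each tested gene in 8 lists (rows), filled where the adjusted p was under 0.05, with a black line at the median of each list. The medians run from -1.13 for inflammatory cytokines and chemokines to 0.45 for the amino acid response genes and for glycolysis.

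Of 28 genes of the amino acid response, which the transcription factor ATF4 drives, 11 rose with lactate and 1 fell (16 and 1 adjusted over the list alone; median log2 fold change 0.45, camera adjusted p = 3.88e-08). The list call was lost at an adjusted p = 0.13 with an estimated correlation, and the smallest value over the alternatives was 1.44e-10. *DDIT4*, an inhibitor of mTORC1, rose from 64.1 ± 12.5 to 225 ± 39.4 CPM (log2 fold change 1.81, SE 0.192, adjusted p = 0.00196). The lipoprotein receptor gene *VLDLR* rose by 1.58, *CHAC1*, which degrades glutathione, by 1.55 and *PCK2*, the mitochondrial phosphoenolpyruvate carboxykinase gene, by 1.28, while the amino acid transporter gene *SLC38A2* fell by 1.06. Among 20 endoplasmic reticulum chaperone genes 1 rose, *XBP1* (0.64), and 1 fell, *CANX* (-0.70), with no move of the list (adjusted p = 0.697).

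Of 24 hypoxia-inducible genes 10 rose and none fell (median 0.30, adjusted p = 1.70e-04). That call was lost at an adjusted p = 0.0979 with an estimated correlation (from 5.07e-07 over the other alternatives). The correlation estimated for this list was -0.024, below the preset 0.01. The carbonic anhydrase gene *CA9* rose from a low 0.172 ± 0.047 to 2.55 ± 0.313 CPM (log2 fold change 3.82, SE 0.368, adjusted p = 0.00135), *BNIP3*, a mitophagy receptor, by a log2 of 1.12, *LOX* by 1.14 and *PDK1*, which restrains pyruvate dehydrogenase, by 1.06. Of 20 glycolysis genes 6 rose and none fell (9 and 1 adjusted over the list alone, median 0.45, adjusted p = 1.60e-04), led by the aldolase gene *ALDOC* (1.73), the enolase gene *ENO2* (0.97), the glucose transporter gene *SLC2A3* (0.84) and *PFKFB4* (0.81). The glycolysis call was lost at an adjusted p = 0.434 with an estimated correlation and with fry (adjusted p = 0.0698), with a smallest value of 7.61e-07 over the alternatives. With the trend on GC content and length removed, 8 glycolysis genes rose and 2 fell, with a median of 0.26. *PFKFB4*, *LOX*, *PDK1* and *CA9* each belong to more than a single list. *TXNIP*, an inhibitor of glucose uptake and the leading MondoA target, rose from 241 ± 6.05 to 594 ± 32.6 CPM (log2 fold change 1.30, adjusted p = 0.00139) and was the only riser among 6 MondoA targets (2 adjusted over the list alone, list adjusted p = 0.0381, and 0.173 with an estimated correlation). The MondoA list lost its call without control replicate 1 (adjusted p = 0.14), without lactate replicate 2 (adjusted p = 0.0843) and with total library size (adjusted p = 0.0544), over a range of 0.00532 to 0.173, and its median of 0.35 became 0.22 with the trend on GC content and length removed. Among 16 genes of acid and proton handling *CA9*, the acid-sensing channel gene *ASIC1* (1.18) and *CA12* (0.58) rose, and the list missed the threshold (adjusted p = 0.0926) but passed in 3 of 17 alternatives (range 0.00476 to 0.507).

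Few genes that carry and convert lactate passed the test. Among 21 of them only *PDK1* passed the test, and the list did not move (adjusted p = 0.772). *SLC16A1* and *SLC16A3*, which encode the lactate carriers MCT1 and MCT4, had log2 fold changes of -0.25 (SE 0.174, adjusted p = 0.367) and 0.13 (SE 0.149, adjusted p = 0.584). With the trend on GC content and length removed these were -0.04 and, turned in direction, -0.22 (adjusted p = 0.775 and 0.0866). *LDHA* had a log2 fold change of 0.07 (adjusted p = 0.726) and *LDHB* of -0.47 (SE 0.156, adjusted p = 0.0907). Of 26 TCA cycle genes *PCK2* (1.28) and *IDH2* (0.90) rose and *IDH1* (-0.62) and *IDH3A* (-0.62) fell (list adjusted p = 0.638, range over the alternatives 0.0259 to 0.859). None of 40 nuclear-encoded respiratory chain genes passed (list adjusted p = 0.0585), among them the highly expressed *ATP5B* (0.13) and *ATP5A1* (-0.03). That list moved up with the trend on GC content and length removed (adjusted p = 0.00564, 5 higher and 1 lower) and in 4 other alternatives, while without lactate replicate 1 its direction was down (adjusted p = 0.833), over a range of 4.97e-04 to 0.859.

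NAD is the cofactor that the study follows from lactate to *SQSTM1*. Of 10 NAD synthesis genes *QPRT*, of the route from tryptophan, rose by a log2 of 1.29 (13.3 ± 2.83 to 32.6 ± 6.28 CPM, adjusted p = 0.00992), and the salvage enzyme genes *NAMPT* and *NMNAT2* fell by 0.85 and 0.79, or by 0.45 and 0.81 with the trend on GC content and length removed (2 higher and 2 lower adjusted over the list alone). None of 20 NAD-consuming enzyme genes passed the test. *PARP1*, a poly(ADP-ribose) polymerase, had 543 ± 40.8 CPM in controls and 535 ± 37 CPM with lactate (log2 fold change -0.02, SE 0.132, adjusted p = 0.93), and *PARP10* a log2 fold change of 0.22 (adjusted p = 0.602), or -0.24 with the trend on GC content and length removed (adjusted p = 0.227). Neither list moved (adjusted p = 0.8 and 0.795).

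The mRNAs of the AP-1 subunits, the transcription factors that bind the *SQSTM1* promoter in the study, did not pass for *FOS* (1.82 ± 0.238 and 1.82 ± 0.2 CPM, log2 fold change -0.00, adjusted p = 0.995) and *JUN* (367 ± 60.5 and 453 ± 21.2 CPM, log2 fold change 0.30, SE 0.151, adjusted p = 0.225). The study reported less poly(ADP-ribosyl)ation and promoter binding of the c-FOS and c-JUN proteins, which these mRNA levels do not test. Of 13 AP-1 family genes *BATF3* (0.762 ± 0.226 to 2.15 ± 0.244 CPM) and *ATF3* (log2 fold change 1.08) rose. The list moved up (adjusted p = 0.00381), but not with an estimated correlation (adjusted p = 0.434), with fry (adjusted p = 0.055) or once a trend on GC content and length was removed (adjusted p = 0.446, median 0.30 before and 0.06 after), with a smallest value of 0.00149 over the alternatives. Of 20 immediate early genes 7 rose and none fell (list adjusted p = 0.00311, but adjusted p = 0.199 with an estimated correlation and from 5.43e-04 over the others), among them the nuclear receptor gene *NR4A1* (1.45), *KLF2* (1.33), the phosphatase gene *DUSP1* (1.16) and *MYC* (0.96).

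Of 25 autophagy genes 2 rose, *MAP1LC3A* (log2 fold change 1.41) and *WIPI1* (1.01), and 3 fell, *SQSTM1*, *ATG5* (-0.92) and *OPTN* (-0.56), or 3 and 4 adjusted over the list alone, with no move of the list (adjusted p = 0.924). Among 27 lysosome genes, those that passed included *TFEB* (1.07) and *GUSB* (0.69), which rose, and *CTSK* (-0.77), which fell (list adjusted p = 0.493). Targets of NRF2, the antioxidant factor that p62 can activate, moved down as a list (21 tested, median -0.33, adjusted p = 0.00247, but adjusted p = 0.166 with an estimated correlation and from 4.92e-05 over the other alternatives). Only *GCLM*, of glutathione synthesis, passed with -0.94 (122 ± 9.75 to 63.8 ± 4.49 CPM, adjusted p = 0.00697) together with the exporter gene *ABCC3* (-0.74).

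Among lists of cell division genes, only that of mitosis moved down in the main fit. Of 28 mitosis genes only the kinesin gene *KIF20A* passed (log2 fold change -0.75, adjusted p = 0.015), while the list had a median of -0.41 (adjusted p = 2.06e-04, but adjusted p = 0.218 with an estimated correlation and from 9.38e-06 over the other alternatives). With the trend on GC content and length removed, the median was -0.22 and 11 mitosis genes fell. The list of 28 S-phase genes missed the threshold (adjusted p = 0.0673). It passed in 7 of 17 alternatives (range 0.00364 to 0.389), among them fry (adjusted p = 0.0296), which tests the list against no change. Camera also passed with the trend on GC content and length removed (adjusted p = 0.00364, 7 lower and none higher). Of 17 p53 targets 4 rose and none fell (5 and none adjusted over the list alone). The risers were *SESN2* (0.85), *GADD45A* (0.77), *BTG2* (0.73) and the cell cycle inhibitor gene *CDKN1A* (0.68). The list moved up (adjusted p = 0.0112, range from 8.42e-04), but not with an estimated correlation (0.164) or without control replicate 1 (0.0791). The correlation estimated for this list was -0.055, below the preset 0.01. *SESN2* also belongs to the amino acid response list, and *CDKN1A* to that of the senescent secretome and cell cycle inhibition, so the lists are not independent.

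Among genes changed by lactate, 1244 passed at an adjusted p under 0.05, of which 698 were higher and 546 lower, and 582 of them changed at least 2-fold (341 higher and 241 lower). The groups did not overlap for 4297 genes, or 32.6% of those tested. With no effect the average over all splits would be 10%. Trends shared across genes can move the share in a single split, and it was not computed for the others, so the excess was not tested. Outside the gene lists, the largest rises among genes of at least 10 CPM with no overlap between the groups were in *KRTAP2-3*, a hair keratin-associated protein gene (log2 fold change 3.18), the potassium channel gene *KCNG1* (2.71), the complement inhibitor gene *SERPING1* (2.33), *CYP24A1*, which inactivates vitamin D (2.32), *RHEBL1* (2.00), *SEL1L3* (2.00), the receptor gene *NOTCH3* (1.95), *EGFL7* (1.85), *ADAMTSL4* (1.66) and *CBS*, of the transsulfuration pathway (1.63). The largest falls were in *FBXO32*, a ubiquitin ligase gene (-2.36), *SYTL2* (-2.10), *FAM13B* (-2.02), *SOD2*, the mitochondrial superoxide dismutase gene (-1.94), and *NOV* (-1.87). *KRTAP2-3* and *CBS* have near-identical copies in the genome, so their values are uncertain.

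The count of genes changed by lactate moved with the libraries used. It was 3092 without control replicate 1, 172 without control replicate 2, 360 without control replicate 3, 711 without lactate replicate 1, 511 without lactate replicate 2 and 208 without lactate replicate 3. The change with lactate also rose with the GC content of the transcript, from a median log2 fold change of -0.36 in the lowest of 5 equal groups of genes by GC content to 0.30 in the highest. Across genes, which are not independent replicates, Spearman's rho of fold change and GC content was 0.52. Control replicate 1 and lactate replicate 1 stood apart from the other libraries of their groups along the same trend. With the trend on GC content and length removed per library, 1386 genes were higher and 1549 lower, including 659 of the 698 higher and 475 of the 546 lower genes, and *SQSTM1* had a log2 fold change of -1.22 (adjusted p = 1.52e-04). The counts of some lists also grew, to 8 lower for NRF2 targets, 7 higher and 1 lower for collagen processing, 6 higher and 7 lower for the lysosome, 1 higher and 2 lower for NAD-consuming enzymes and the same for lactate and pyruvate use. Genes named above that kept their call with a log2 fold change smaller by over 1.5 times were *COL6A2* (0.46), *GCLM* (-0.57), *SLC38A2* (-0.69), *ATG5* (-0.53), *POSTN* (-0.50), *CANX* (-0.44), *IDH1* (-0.39), *LOXL2* (0.44), *PLOD1* (0.38), *CDKN1A* (0.45) and *NAMPT*. Among genes that did not pass in either fit, *JUN* became 0.08, *LDHA* 0.26, *FOS* -0.13, *PARP1* -0.08, *ATP5B* 0.04, *ATP5A1* 0.09 and *RPS2* 0.11. Without both of these libraries 3002 genes were higher and 3293 lower. Both alternatives were chosen after the data were examined.

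**Figure D3:**
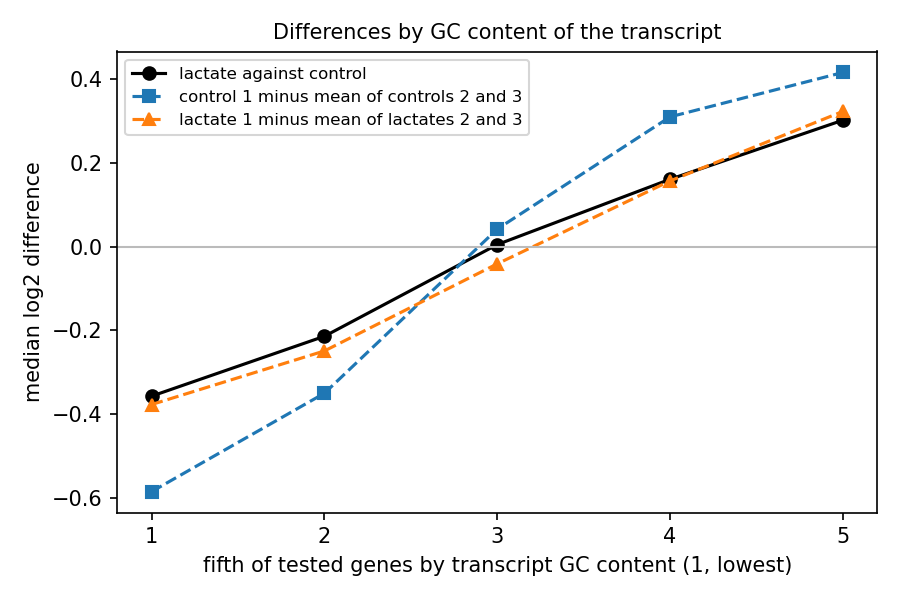
Median log2 difference (vertical axis) in 5 equal groups of the tested genes by transcript GC content (horizontal axis, the lowest at the left), for lactate against control and for replicate 1 of each group minus the mean of the other replicates of that group. All 3 lines rise, from -0.36 to 0.30 for lactate, from -0.58 to 0.42 for control replicate 1 and from -0.38 to 0.32 for lactate replicate 1.

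Lists chosen as signs of RNA composition moved with the groups too. Whether composition or a response of these genes to lactate moved them was not tested. Of 9 replication-dependent histone genes, whose mRNAs mostly lack poly(A) tails, 5 fell and none rose (list adjusted p = 1.60e-04, but adjusted p = 0.164 with an estimated correlation and from 1.16e-09 over the other alternatives), *HIST1H2BD* (-2.47), *HIST2H2BE* (-2.17), *HIST1H2BK* (-2.02), *HIST1H2AC* (-1.96) and *HIST1H1C* (-1.19). None of 56 ribosomal protein genes passed, against 7 higher and none lower with the trend on GC content and length removed. The list moved up by a median of 0.30 (adjusted p = 5.78e-04), a call lost with an estimated correlation (adjusted p = 0.858), with fry (adjusted p = 0.436) and without lactate replicate 1 (adjusted p = 0.457), with a smallest value of 2.82e-06. *RPS2* and *RPL4* had log2 fold changes of 0.33 and 0.46. Markers of other cell types were few. The list of 8 epithelial markers did not move (adjusted p = 0.638). Of 3 markers each, *TIE1* (1.28) was higher among the endothelial, *CD68* (0.67) among the leukocyte, and *MAP2* (-2.06) and *TUBB3* (-1.02) were lower among the neural markers. For lists given with a single pair of counts, the counts adjusted over the list alone were the same.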

Values the study reported

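The study reported that WPMY-1 cells were treated with 24 mM lactic acid, buffered to pH 6.7–6.8, for 48h.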

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

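*SQSTM1* was lower in all 15 alternatives, with log2 fold changes from -1.22 to -0.78, and past the threshold in 12 of them. Leaving out a library gave -1.12 to -0.78, and the calls lost that way leave fewer samples. The 1244 genes changed by lactate became 2247 with DESeq2, 692 with a mean of at least 10 CPM (fewer genes tested), 582 at an absolute log2 fold change of at least 1 and 248 with glmTreat, and 172 to 3092 with a library left out, with 159 of the 1244 kept in all 6 of these fits. Chosen after seeing the data, removal of the trend on GC content and length gave 2935, the 4 libraries without control replicate 1 and lactate replicate 1 gave 6295, and both together 5729. The cause of these moves was not tested. The 14 lists that moved became 1 with an estimated correlation and stayed between 12 and 20 otherwise. The alternative with an estimated correlation also used other gene statistics, so the loss cannot be laid to correlation alone. With 4 libraries and the trend removed, *SLC16A3* had a log2 fold change of -0.26 and *PARP10* of -0.21, against positive values in the fit of all libraries. Removing the trend alone, with all 6 libraries, already turned them to -0.22 and -0.24, neither past the threshold. Of 117 named genes past the threshold, 69 lost it without control replicate 2 and 63 without lactate replicate 3, and none of them changed sign. No paired analysis was possible because the labels give no number shared between the groups, and the replicate numbers used here only follow sample order. In simulated data with trends within but not between groups, edgeR recovered 0% of 1.5-fold changes, and 47.8% once the trends were removed.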

Other observations

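Several groups not described above had single members that changed. Of 14 fibroblast identity genes, *FBLN1* (log2 fold change 1.20) and *FBLN2* (0.92), which encode fibulins of the elastic matrix, rose and *S100A6* (-0.70) fell (3 and 1 adjusted over the list alone), and the list did not move (camera, adjusted p = 0.8, with a median of -0.03 and a mean of -0.05 though camera ranked it up). Of 14 genes of the senescent secretome and of cell cycle inhibition, *GDF15* (1.13), *IGFBP7* (0.95), *IGFBP3* (0.89) and *CDKN1A* (0.68) rose and *IGFBP6* (-0.99) fell (4 and 3 adjusted over the list alone, list adjusted p = 0.834, median -0.23, mean 0.00). The histone deacetylase genes *HDAC5* (0.83) and *HDAC6* (0.81) rose among 16 acyl regulators (2 higher and 1 lower adjusted over the list alone, list adjusted p = 0.772). Of 26 DNA repair genes *LIG3* (0.65) rose and *RAD51C* (-0.78) fell (3 and 2 adjusted over the list alone, list adjusted p = 0.493).

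Of 16 heat shock genes 1 rose, *CRYAB* (log2 fold change 1.66), and 4 fell, *HSP90AA1* (-1.05), *DNAJA1* (-0.99), *HSPB8* (-0.62) and *HSPD1* (-0.59), or 2 and 5 adjusted over the list alone, with a list adjusted p = 0.122 (range over the alternatives 0.00302 to 0.286, 3 of 17 past the threshold). Lipid genes were lower where they passed. *CYP51A1* (-0.59) and *LSS* (-0.54) fell among 24 genes of cholesterol synthesis and uptake (7 lower adjusted over the list alone, list adjusted p = 0.0706, past the threshold in 6 of 17 alternatives, range 0.00717 to 0.286), and *ACSL3* (-0.84) fell among 17 of fatty acid synthesis (2 lower adjusted over the list alone, list adjusted p = 0.0585, past it in 5 of 17, range 0.0036 to 0.434). With the trend on GC content and length removed, log2 fold changes shrank by over 1.5 times with calls kept for *ACSL3* (-0.49), *CYP51A1* (-0.30), *FBLN2* (0.60), *HDAC5* (0.53) and *RAD51C* (-0.51), and the cholesterol list's median went from -0.15 to -0.24. The median, mean and test also differed in sign for the autophagy list (median -0.04, mean 0.02), the lactate transport list (median 0.02, mean -0.01) and the NAD-consuming list (median -0.02 and mean -0.01, ranked up).

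Of the tests below, those of sequencing depth, of the separate NF-kB list and of the other splits were chosen before their results were seen, and the others after. Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many genes as the real split (1244, with at most 0 in another), and 1 gave as many lists (14, with up to 13 in another). So few splits cannot give a share under 0.05. The number of lists called with a preset correlation was nearly as high in a split that is not the treatment, and each of the other splits called at least 5 lists. Each of these splits mixes control and lactate libraries unevenly and so keeps part of the treatment difference. Their list counts therefore do not measure how many lists would be called with no effect.

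Control replicate 1 and lactate replicate 1 deviated from the other libraries of their groups alike, with Spearman's rho of 0.659 across genes. Thinning all libraries to the smallest total left rho at 0.653, which speaks against sequencing depth as the source. Removing the trends on GC content and length lowered rho to 0.472, between the bounds set for that test. The trends may thus hold part of the shared deviation, and what remains was not identified. The labels give no day or batch, and no biological explanation was tested.

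The rise of GC-rich and fall of GC-poor genes with lactate may come in part from library preparation. The GC slopes of the groups differed by 0.297 log2 units per 10 percentage points of GC content, while libraries of a single group differed by up to 0.448. Treatment and preparation share the same libraries, so an effect of lactate on these genes stays possible and was not tested apart. The trend matters for groups named above, since the AP-1 family lost its call once it was removed.

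The fall of inflammatory cytokine and chemokine genes kept a median log2 fold change of -0.88 with the trends removed and of -1.13 without control replicate 1 and lactate replicate 1, which speaks against both as the whole cause. A hypothesis is that NF-kB target genes may be lower in general. In a separate list of 28 such genes 3 fell, *NFKBIZ* (-1.28), *C3* (-1.13) and *NFKB1* (-0.56), and *CD40* (3.33, from a low level) rose, with a median of -0.21, and a camera adjusted p = 0.182 in a family of this list alone. In that fit camera with an estimated correlation gave p = 0.251. With the trends removed 9 fell and 2 rose (camera with the preset correlation, adjusted p = 0.00586), and no estimated correlation was run there. The hypothesis was thus not decided. For these inflammatory genes, a difference in acidity of the medium stays an untested alternative to lactate itself.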
